# Increased expression of Polδ does not alter the canonical replication program *in vivo*

**DOI:** 10.12688/wellcomeopenres.16600.2

**Published:** 2021-05-04

**Authors:** Róbert Zach, Antony M. Carr

**Keywords:** Polymerase δ, over-expression, DNA replication, polymerase switch, polymerase usage sequencing, Schizosaccharomyces pombe, fission yeast

## Abstract

**Background:** *In vitro* experiments utilising the reconstituted *Saccharomyces cerevisiae* eukaryotic replisome indicated that the efficiency of the leading strand replication is impaired by a moderate increase in Polδ concentration. It was hypothesised that the slower rate of the leading strand synthesis characteristic for reactions containing two-fold and four-fold increased concentration of Polδ represented a consequence of a relatively rare event, during which Polδ stochastically outcompeted Polε and, in an inefficient manner, temporarily facilitated extension of the leading strand. Inspired by this observation, we aimed to determine whether similarly increased Polδ levels influence replication dynamics *in vivo* using the fission yeast *Schizosaccharomyces pombe* as a model system.

**Methods: **To generate *S. pombe* strains over-expressing Polδ, we utilised Cre-Lox mediated cassette exchange and integrated ****one or three extra genomic copies of all four Polδ genes. To estimate expression of respective Polδ genes in Polδ-overexpressing mutants, we measured relative transcript levels of *cdc1 ^+^*, *cdc6 ^+^* (or *cdc6 ^L591G^*), *cdc27 ^+^* and *cdm1 ^+^* by reverse transcription followed by quantitative PCR (RT-qPCR). To assess the impact of Polδ over-expression on cell physiology and replication dynamics, we used standard cell biology techniques and polymerase usage sequencing.

**Results: **We provide an evidence that two-fold and four-fold over-production of Polδ does not significantly alter growth rate, cellular morphology and S-phase duration. Polymerase usage sequencing analysis further indicates that increased Polδ expression does not change activities of Polδ, Polε and Polα at replication initiation sites and across replication termination zones. Additionally, we show that mutants over-expressing Polδ preserve WT-like distribution of replication origin efficiencies.

**Conclusions: **Our experiments do not disprove the existence of opportunistic polymerase switches; however, the data indicate that, if stochastic replacement of Polε for Polδ does occur i *n vivo*, it represents a rare phenomenon that does not significantly influence canonical replication program.

## Introduction

 Unchallenged duplication of the eukaryotic genome requires the coordinated action of three replicative polymerase complexes: Polα-primase (hereafter referred to as Polα), Polδ and Polε ( Burgers & Kunkel, 2017). According to the canonical model of eukaryotic replication, Polα and Polδ cooperate to discontinuously synthesise the lagging strand via the iterative production of short Okazaki fragments (OF), ca. 150bp, whereas Polε caries out continuous leading strand replication ( Clausen *et al.*, 2015; Daigaku *et al.*, 2015; Miyabe *et al.*, 2011). Interestingly, such strict division of labour does not always apply, and deviations have been documented ( Guilliam & Yeeles, 2020a).

 While polymerase activities of Polα and Polδ are indispensable for cell survival, the polymerase domain of Polε is not required for completion of replication in either *Saccharomyces cerevisiae* or *S. pombe* ( Feng & D’Urso, 2001; Kesti *et al.*, 1999). In both yeast experimental models it has been demonstrated that Polδ facilitates the leading strand synthesis when catalytically-inactive Polε is expressed ( Garbacz *et al.*, 2018; Miyabe *et al.*, 2015). Such findings have found support in *in vitro* experiments utilising reconstituted replisome system ( Yeeles *et al.*, 2017), confirming that, under certain circumstances, Polδ is competent in the leading strand replication.

 Indeed, it has been reported that Polδ replicates both DNA strands during homologous recombination restarted replication in *S. pombe* ( Miyabe *et al.*, 2015) and break induced replication in *S. cerevisiae* ( Donnianni *et al.*, 2019). Additionally, genomic analysis by polymerase usage sequencing (Pu-Seq) or HydEn-seq revealed that Polδ is involved in the initiation of the leading strand replication in unperturbed *S. cerevisiae* and *S. pombe* cells, respectively ( Daigaku *et al.*, 2015; Garbacz *et al.*, 2018; Zhou *et al.*, 2019). In agreement with such findings, PCNA-associated Polδ has been shown to play an important role in early stages of the leading strand replication *in vitro* ( Aria & Yeeles, 2018; Yeeles *et al.*, 2017). Moreover, it has recently been proposed that Polδ takes over the leading strand synthesis prior to replication fork termination ( Zhou *et al.*, 2019). The exact role of Polδ during the final stages of replisome progression is, however, yet to be clarified.

 Apart from homologous recombination dependent DNA synthesis and replication initiation, Polδ-mediated leading strand synthesis has been shown to occur in the context of polymerase uncoupling. It has been reported that cyclobutane pyrimidine dimer driven disengagement of CMG-associated Polε from the leading 3’OH generates a gap, the efficient filling of which requires the translesion synthesis machinery, as well as the action of Polδ ( Guilliam & Yeeles, 2020b). Additionally, it has been demonstrated that Polδ takes over the leading strand synthesis and performs an error-free bypass of oxidative DNA adducts thymine glycol and 8-oxoguanine ( Guilliam & Yeeles, 2021). In further support of a more generic function of Polδ in the leading strand synthesis, Polδ has been shown to proofread errors introduced by Polε in hyper mutator *pol2-M644G* mutants ( Bulock *et al.*, 2020). In line with all aforementioned observations, it has been shown that CMG-associated Polε exists in two mutually-exclusive conformations, of which only one facilitates DNA synthesis ( Zhou *et al.*, 2017).

 Intriguingly, according to *in vitro* studies of eukaryotic replication, two-fold and four-fold increase in Polδ concentration reduces the rate of the leading strand synthesis ( Yeeles *et al.*, 2017). It has been suggested that the observed retardation of leading strand replication represents a consequence of stochastic polymerase switching, during which Polδ outcompetes Polε and temporarily facilitates inefficient extension of the leading 3’ end. Since the effect of Polδ concentration on replisome progression and the hypothetical phenomenon of leading strand polymerase switching has not been investigated *in vivo*, we aimed to test whether similar a phenomenon manifests in living cells, potentially shedding light on a yet uncomprehended promiscuity of replicative polymerases.

## Methods

### Yeast culture and transformation

*S. pombe* cells were grown in yeast extract (YE) (Formedium, PCM0155) with supplements (Formedium, PSU0110) medium according to standard procedures ( Petersen & Russell, 2016). Briefly, cells (25% glycerol stocks stored at -80°C) were streaked onto an agar plate and incubated at 30°C for 2–3 days. Next, cells were inoculated into a liquid medium and cultivated at 30°C for ca. 36 h in the ISF-1-W shaker (Kuhner) with constant shaking (180 rpm). Cultures were diluted accordingly two times during the course of cultivation. Then appropriate amounts of cells were collected (depending on experiment) and processed further. Cells were transformed by the lithium-acetate based method ( Bähler *et al.*, 1998). Optical density (OD) of liquid cell cultures was assessed by WPA CO8000 Cell Density Meter (Biochrom). Doubling times were calculated using the formula: DT = 1/k, where DT stands for doubling time and k represents the slope of linear regression computed from a time-series of log _2_-transformed OD measurements. A list of strains used in this study is provided in Table 1.

**Table 1.** List of strains.

ID	Genotype	Origin
RZ42	*h- ade6-704 leu1-32 ura4-D18 I-5230932:[LoxP-cdc1-cdc27-ura4-cdc6-cdm1-LoxM3]*	This study
RZ47	*h- ade6-704 leu1-32*	Laboratory stock
RZ93	*h- ade6-704 leu1-32 ura4-D18 I-3325162:[LoxP-cdc1-cdc27-kanR-cdc6-cdm1-LoxM3] I-4734015:[LoxP-cdc1-cdc27-* *natR-cdc6-cdm1-LoxM3] I-5230932:[LoxP-cdc1-cdc27-ura4-cdc6-cdm1-LoxM3]*	This study
655	*h- ade6-? leu1-32 ura4-D18 rnh201::kanR cdc20M630F*	Laboratory stock
856	*h- ade6-704 leu1-32 ura4-D18 rnh201::kanR cdc6L591G*	Laboratory stock
1141	*h- ade6-704 leu1-32 ura4-D18 rnh201::kanR pol1L850F*	Laboratory stock
RZ57	*h- ade6-704 leu1-32 ura4-D18 I-5230932:[LoxP-cdc1-cdc27-ura4-cdc6L591G-cdm1-LoxM3] rnh201::hygR cdc6L591G*	This study
RZ62	*h- ade6-704 leu1-32 ura4-D18 I-5230932:[LoxP-cdc1-cdc27-ura4-cdc6-cdm1-LoxM3] rnh201::hygR cdc20M630F*	This study
RZ68	*h- ade6-704 leu1-32 ura4-D18 I-5230932:[LoxP-cdc1-cdc27-ura4-cdc6-cdm1-LoxM3] rnh201::hygR pol1L850F*	This study
RZ112	*h- ade6-704 leu1-32 ura4-D18 I-3325162:[LoxP-cdc1-cdc27-kanR-cdc6L591G-cdm1-LoxM3] I-4734015:[LoxP-cdc1-* *cdc27-natR-cdc6L591G-cdm1-LoxM3] I-5230932:[LoxP-cdc1-cdc27-ura4-cdc6L591G-cdm1-LoxM3] rnh201::hygR* *cdc6L591G*	This study
RZ116	*h- ade6-704 leu1-32 ura4-D18 I-3325162:[LoxP-cdc1-cdc27-kanR-cdc6-cdm1-LoxM3] I-4734015:[LoxP-cdc1-cdc27-* *natR-cdc6-cdm1-LoxM3] I-5230932:[LoxP-cdc1-cdc27-ura4-cdc6-cdm1-LoxM3] rnh201::hygR pol1L850F*	This study
RZ118	*h- ade6-704 leu1-32 ura4-D18 I-3325162:[LoxP-cdc1-cdc27-kanR-cdc6-cdm1-LoxM3] I-4734015:[LoxP-cdc1-cdc27-* *natR-cdc6-cdm1-LoxM3] I-5230932:[LoxP-cdc1-cdc27-ura4-cdc6-cdm1-LoxM3] rnh201::hygR cdc20M630F*	This study
RZ331	*h- ade6-704 leu1-32 cdc2asM17*	This study
RZ332	*h- ade6-704 leu1-32 cdc2asM17 I-5230932:[LoxP-cdc1-cdc27-ura4-cdc6-cdm1-LoxM3]*	This study
RZ333	*h- ade6-704 leu1-32 cdc2asM17 I-3325162:[LoxP-cdc1-cdc27-kanR-cdc6-cdm1-LoxM3] I-4734015:[LoxP-cdc1-cdc27-* *natR-cdc6-cdm1-LoxM3] I-5230932:[LoxP-cdc1-cdc27-ura4-cdc6-cdm1-LoxM3]*	This study

### Microscopy

1 mL of exponentially growing cells was centrifuged (1000 × g, 5 min, 25°C) and the cell pellet resuspended in 1 mL of 70% ethanol. 500 µL of fixed cells were collected by centrifugation (1000 × g, 5 min, 25°C) and re-suspended in 50 µL of H _2_O containing 1µM 4′,6-diamidino-2-phenylindole (DAPI). Cells were incubated at room temperature in the dark for at least 15 min, and then analysed by microscopy using a Nikon E400 system. Cell lengths were determined from DIC images by measuring the distance between the opposite poles of the cell using ImageJ software (version 1.51m9) ( Schneider *et al.*, 2012). At least 200 cells per sample were scored.

### Cell synchronisation and DNA content analysis

Exponentially growing *cdc2 ^asM17^* cells (OD _600_ = 0.1–0.2; 1–2 × 10 ^6^ cells/mL) were treated with 2µM 3-Br-PP1 (abcam, ab143756) for 3 h. A 50mL fraction 3-Br-PP1-treated culture was centrifuged (1000 × g, 5 min, 25°C) and the cell pellet washed with 50 mL of fresh YES medium pre-heated to 30°C. Washed cells were re-suspended in 50 mL of fresh pre-heated YES and incubated at 30°C. In 15-min intervals, 1mL aliquots of synchronous cell culture were centrifuged (1000 × g, 3 min, 25°C) and collected cells fixed in 1 mL of 70% ethanol. For each time point, 500 µL of fixed cells were centrifuged (1000 × g, 3 min, 25°C), the supernatant was discarded, and the cell pellet re-suspended in 500 µL of sodium citrate (50 mM, pH = 7) containing 1 mg/mL RNase A (NEB, T3018L). The resulting cell suspension was incubated for 3 h at 37°C, and then mixed with 500 µL of sodium citrate (50 mM, pH = 7) containing 2µM SYTOX Green (Invitrogen, S7020). Samples were analysed using an Accuri C6 flow cytometry system (Beckman Coulter). Data were analysed by BD CSampler software (version 1.0.264.21) and R (version 4.0.0) ( https://www.R-project.org; R Core Team, 2020).

### Cre-recombination mediated cassette exchange (RMCE)

Leucine-auxotrophic cells carrying one of three LoxP-LoxM3 integration sites (I-3325162:[LoxP-rts-ura4 ^+^], I-4734015:[LoxM3-kanR-LoxP], I-5230932:[LoxM3-kanR-LoxP]) were transformed with one of the Polδ Cre-Lox integration vectors (pRZ02, pRZ03, pRZ04, pRZ05, pRZ06, pRZ07) listed in Table 2. Leucine-prototrophic transformants (containing respective Polδ Cre-Lox integration vector) were selected on EMM plates lacking leucine. Single clones were selected and grown over-night in liquid YES medium. Next, leucine-auxotrophic colonies (lacking the transformed Polδ Cre-Lox vector) carrying a selection marker associated with respective Polδ integration events were selected ( Watson *et al*., 2008).

**Table 2.** List of plasmids.

ID	Annotation	Origin
pRZ02	pAW8_cdc1-cdc27-ura4-cdc6-cdm1	This study, derived from pAW8 ( Watson *et al.*, 2008)
pRZ03	pAW8_cdc1-cdc27-ura4-cdc6L591G-cdm1	
pRZ04	pAW8_cdc1-cdc27-natR-cdc6-cdm1	
pRZ05	pAW8_cdc1-cdc27-natR-cdc6L591G-cdm1	
pRZ06	pAW8_cdc1-cdc27-kanR-cdc6-cdm1	
pRZ07	pAW8_cdc1-cdc27-kanR-cdc6L591G-cdm1	

### Plasmids

Cre-Lox integration plasmids carrying 4 Polδ genes ( *cdc1 ^+^*, *cdc27 ^+^*, *cdm1 ^+^*, *cdc6 ^+^* or *cdc6 ^L591G^*) and one of the three selection markers (NatR, KanR, ura4 ^+^) were derived from the previously characterised pAW8 vector (Addgene, 110222) ( Watson *et al.*, 2008) by standard restriction insertion cloning. Briefly, insert DNA fragments ( *Sph*I- *cdc1 ^+^*- *Apa*I, *Apa*I- *cdc27 ^+^*- *Xho*I, *Xho*I- *ura4 ^+^*- *Sac*I, *Sac*I- *cdc6 ^+^*- *Sbf*I, *Sac*I- *cdc6 ^L591G^*- *Sbf*I, *Sbf*I- *cdm1 ^+^*- *Spe*I, *Apa*I- *cdc27 ^+^*-NatMX6- *Sac*I, *Apa*I- *cdc27 ^+^*-KanMX6- *Sac*I) were generated by high-fidelity PCR with KOD Hot Start DNA Polymerase (Merck Millipore, 71085–3) and purified with QIAquick PCR Purification Kit (QIAGEN, 28104) or QIAquick Gel Extraction Kit (QIAGEN, 28704). *Sac*I- *cdc6 ^L591G^*- *Sbf*I *, Apa*I- *cdc27 ^+^*-NatMX6- *Sac*I and *Apa*I- *cdc27 ^+^*-KanMX6- *Sac*I were produced by overlap extension PCR. Generated Polδ gene fragments contained intact 5’UTR and 3’UTR sequences, as well as upstream and downstream regions of 663–980 bp. pAW8 vector and insert DNA fragments were digested by respective restriction enzymes and ligated over-night at 18°C using T4 DNA ligase (NEB, M0202S). Each ligation reactions contained 50 ng of pAW8 vector and three-fold molar excess of respective DNA fragments. Ligation reactions were incubated in T3 Thermocycler (Biometra). Restriction digestion reactions were performed according to manufacturer’s instructions with the following restriction enzymes: *Sph*I-HF (NEB, R3182S); *Apa*I (NEB, R0114S); *Xho*I (NEB, R0146S); *Sac*I-HF (NEB, R3156S); *Spe*I-HF (NEB, R3133S); *Sbf*I-HF (NEB, R3642S); *Sal*I-HF (NEB, R3138S); *Bam*HI-HF (NEB, R3136S). Ligation products were transformed into DH5-Alpha *E. coli* competent cells. Plasmids were purified using a QIAprep Spin Miniprep Kit (QIAGEN, 27104). A list of generated plasmids is provided in Table 2.

### RT-qPCR

Total RNA was isolated from 1–2 mL of exponentially growing cells (OD _600_ = 0.5; 5×10 ^6^ cells/mL) using MasterPure Yeast RNA purification kit (Cambio Ltd, MPY03100). RNA was converted to cDNA utilising a RevertAid First Strand cDNA Synthesis Kit (ThermoFisher Scientific, K1621) and random hexamer primers. Relative transcript levels were determined by qPCR with Luna Universal qPCR Master Mix (NEB, M3003E) and an AriaMx Real-time PCR System (Agilent Technologies). qPCR reactions were prepared by mixing 10 µL of 2× Luna Universal qPCR Master Mix, 0.5 µL of forward and reverse primers (10 µM), 2 µL of 1000-fold diluted cDNA and 7 µL of nuclease-free H _2_O. Thermal cycling conditions were: Hot Start: 95°C for 3 min; Cycling (45×): 95°C for 15 s, 60°C for 30 s. Relative transcript levels were calculated using the equation RNA _target_ = 2 ^-Cq (target)^ / 2 ^-Cq (reference)^, where RNA _target_ represents the relative transcript level of a given target gene, and Cq (target) and Cq (reference) stand for PCR cycle quantification values of target and reference genes, respectively. *act1* was used as the reference gene. A list of qPCR primers (obtained from Integrated DNA Technologies) used in this study is provided in Table 3.

**Table 3.** List of qPCR primers.

ID	Sequence (5’ – 3’)	Target	Origin
RZ67	CAACTATCCTTCCTCAACAG	*cdc1* (134 bp)	This study
RZ68	GCTAGTAGCCAACACAAAATG		
RZ69	CGTTCACGATTCTGAAGATG	*cdc27* (102 bp)	This study
RZ70	ATAATTTCCTGAGGTTCGTC		
RZ75	CCTGCAATAAATCCTGAGAAG	*cdc6* (109 bp)	This study
RZ76	CATTGTCAGTAACACCAAAC		
RZ81	TTCATTCTAGTACCGCAGTG	*cdm1* (142 bp)	This study
RZ82	TGTGGGATTGACTTGAATTAC		
RZ87	TCCTCATGCTATCATGCGTCTT	*act1* (78 bp)	( Převorovský *et al.*, 2016)
RZ88	CCACGCTCCATGAGAATCTTC		

### Pu-Seq library preparation

For all strains presented, two sets of Pu-Seq libraries were prepared. One set was prepared as described previously ( Daigaku *et al.*, 2015; Keszthelyi *et al.*, 2015). Briefly, 10–20 µg of genomic DNA containing increased quantities of misincorporated ribonucleotides (rNMPs) was treated with 0.3M NaOH for 2 h at 55°C. Digested DNA was run on a 2% agarose gel (in 0.5× TBE). 300–500bp ssDNA fragments were gel extracted and subjected to complementary second strand synthesis primed by random 8-mers (obtained from Integrated DNA technologies). Resulting double-stranded (dsDNA) fragments were converted to Illumina sequencing libraries using NEBNext Ultra DNA library prep kit for Illumina (NEB, E7645S) and NEBNext multiplex oligos for Illumina (NEB, E7335). The second set of Pu-Seq libraries was prepared according to a modified version of the established GLOE-Seq protocol ( Sriramachandran *et al.*, 2020), which utilises two subsequent ligations of adapter/splinter oligonucleotides, first to rNMP-dependent phosphorylated 5’ ends and, following sonication, to 3’ ends of the ssDNA fragments. rNMP-dependent 5' ends were generated from genomic DNA containing increased quantities of misincorporated ribonucleotides treated by RNAse H2 (NEB, M0288S) and subsequently denatured at 95°C. Sequencing was performed on an Illumina NextSeq 500 sequencer. Sequencing reads were mapped onto the reference genome using Bowtie2 ( Langmead & Salzberg, 2012).

### Pu-Seq data analysis

Polymerase tracks at any given 300bp bin were calculated using the equation PT = (PT = (RT – RB) / (RT + RB), where PT represents polymerase track, and R _T_ and R _B_ stand for rNMPs mapped to the top and the bottom DNA strands, respectively. Polymerase tracks were determined for each biological repeat separately, then averages of the two repeats were used for subsequent analysis. Positions and efficiencies of origins of replication were determined from differential values of polymerase tracks, similarly to ( Daigaku *et al.* (2015). Briefly, for all three datasets (Polδ, Polε, Polα), the difference of each neighbouring datapoint of polymerase track values (smoothed by simple moving average of 3) was calculated as Diff _i_ = PT _i_ – PT _i-1_, where Diff _i_ represents differential value at position i, and PT _i_ – PT _i-1_ stand for smoothed polymerase track values at positions i and i-1, respectively. Differential value of the first bin on a given chromosome was assigned 0. Polε differentials and the opposites of Polδ and Polα differentials were averaged and smoothed by simple moving average of 3. Then, positive peaks (indicating sharp inclinations in the data) were selected. Differential peaks containing two or more distinct maxima separated by at least four bins were treated as independent peaks. Peaks with maxima bellow 30 ^th^ percentile were disregarded. Each independent differential peak represented an origin of replication, the efficiency of which was estimated as 50% of the sum of its values. 259 replication initiation regions and 147 termination zones were selected using wild-type (WT) origin efficiency data. For comparison purposes, origin efficiencies were normalised assuming that the efficiency of the most efficient origin was 100%. Data were analysed in R ( https://www.R-project.org; R Core Team, 2020) using a custom script (see *Software availability*).

## Results

### Brief overview of polymerase usage sequencing

 Pu-Seq methodology determines the genome-wide polymerase activities by detecting the traces of rNMPs misincorporated by mutated Polδ ( *cdc6 ^L591G^*), Polε ( *cdc20 ^M630F^*) or Polα ( *pol1 ^L850F^*) ( Daigaku *et al.*, 2015; Keszthelyi *et al.*, 2015). In Pu-Seq, respective polymerase mutant strains also carry a deletion of *rnh201*, the catalytic subunit of RNase H2 complex, disruption of which abrogates ribonucleotide excision repair (RER) and thus stabilises misincorporated rNMPs ( Daigaku *et al.*, 2015). To assess activities of individual replicative polymerases, we employed a strategy previously used to analyse Okazaki fragment sequencing data ( Petryk *et al.*, 2016). Briefly, activities of Polδ, Polε and Polα at any given locus are expressed as polymerase tracks, which are proportional differences of rNMPs misincorporated in the top and the bottom DNA strands ( Figure 1).

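The tracks at the origin of Fig. 1 on chromosome II were recalculated from the deposited counts of the WT strains. Its peak bin runs from 258301 to 258600 and lies between 2 annotated tRNA genes, SPOM_SPBTRNAGLN.02 and SPOM_SPBTRNAGLN.03. Means were taken from 0.9 to 3 kb on each side of the peak bin. Left of the origin, the Polδ track was 0.763 in experiment 1 and 0.681 in experiment 2, and right of it -0.726 and -0.607. The Polε track had the opposite signs, with -0.863 and -0.726 on the left and 0.787 and 0.578 on the right. The Polα track was 0.697 and 0.677 on the left and -0.562 and -0.430 on the right. The sign on each side was the same in both experiments for every polymerase, while the sizes differed between experiments.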

**Figure 1.**
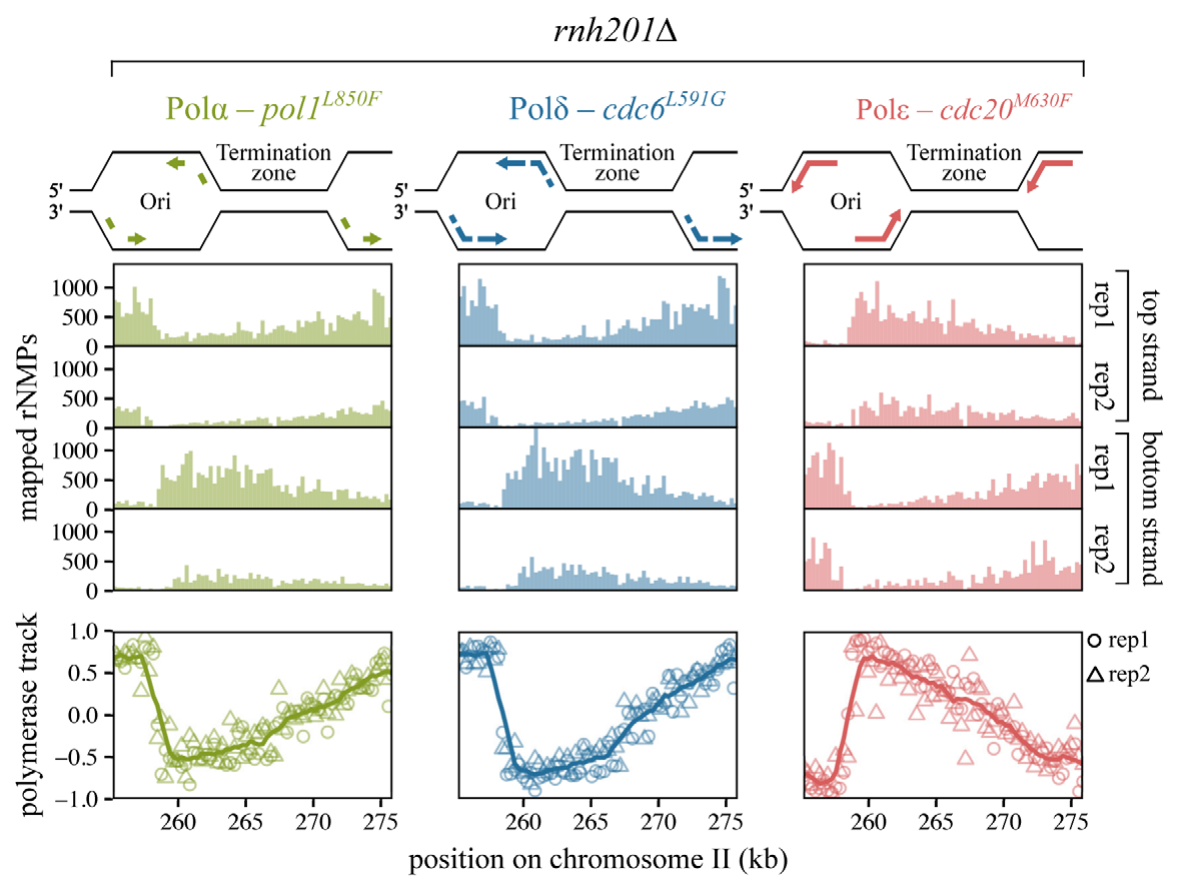
General Pu-Seq analysis. Top panel – cartoon representation of Polα, Polδ and Polε activities around an origin of replication (Ori) and across adjacent termination zone. Respective polymerase mutations employed in Pu-Seq are indicated. Middle panel – Example of genomic ribonucleotides (rNMPs; presented as 300bp bins) detected by Pu-Seq in *rnh201∆* cells expressing Cdc6 ^L591G^, Cdc20 ^M630F^ and Pol1 ^L850F^. A representative locus adjacent to an origin of replication is shown. Bottom panel – Polymerase tracks calculated for Polα, Polδ and Polε at the representative locus. For each polymerase, polymerase tracks are calculated from rNMPs mapped to the top and the bottom DNA strands as: PT = (RT – RB) / (RT + RB), where PT represents polymerase track, and R _T_ and R _B_ stand for rNMPs mapped to the top and the bottom DNA strands, respectively. Positive and negative values indicate predominant polymerase activity on the top and the bottom DNA strands, respectively. Data from 2 independent experiments are shown.

### Construction and characterisation of Polδ-overexpressing strains

 To achieve an approximate two-fold and four-fold upregulation of the whole Polδ complex, we aimed to increase the genomic copy number of all four Polδ genes. We constructed a set of Cre-Lox integration vectors, each of which carried a distinct selection marker (NatR, KanR, *ura4 ^+^*) and all four genes constituting either WT ( *cdc6 ^+^*, *cdc1 ^+^*, *cdc27 ^+^*, *cdm1 ^+^*) or L591G-mutated ( *cdc6 ^L591G^*, *cdc1 ^+^*, *cdc27 ^+^*, *cdm1 ^+^*) Polδ ( Figure 2A). Employing Cre-Lox recombination mediated cassette exchange ( Watson *et al.*, 2008), we generated three distinct Polδ genomic integrations and created strains carrying either one (2×Polδ) or three (4×Polδ) extra copies of either WT or L591G-mutated Polδ holoenzyme ( Figure 2B). 

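Extra genomic copies of a gene add reads at its native locus, so counts over the Polδ subunit genes were compared between genotypes. Counts relative to library size were summed over each gene and divided by the mean of the WT libraries of the same polymerase. The genes are cdc1 (chromosome I, 4015050 to 4016557), cdc27 (II, 1061718 to 1063424), cdc6 (II, 2743762 to 2748596) and cdm1 (II, 2305691 to 2306373). Averaged over these 4 genes, the ratio to WT was 1.98 ± 0.064 (SD, n = 6 libraries) in 2×Polδ and 3.71 ± 0.340 (SD, n = 6) in 4×Polδ. Every library of either genotype was above every WT library (two-sided exact permutation test, p = 0.00216 for each genotype, the smallest p that 6 libraries against 6 allow). With either experiment left out, the ratio to the WT libraries of the other was 1.98 and 1.99 in 2×Polδ and 3.76 and 3.68 in 4×Polδ, although 3 libraries against 3 cannot give a p below 0.1. Per gene, the mean ratio in 4×Polδ ran from 3.58 for cdc27 to 3.93 for cdm1. The act1 gene, which was not copied, had ratios of 0.994 ± 0.075 and 0.997 ± 0.076 (SD, n = 6 each). The ura4 gene, carried by one cassette, had 0 to 26.0 counts in the WT libraries and 918 to 3390 counts in the 2×Polδ and 4×Polδ libraries. Across 41859 bins, the total count differed from WT in 36 bins in 2×Polδ and 52 bins in 4×Polδ (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All of these bins were higher than in WT and lay at the 4 copied fragments. The bin with the smallest adjusted p, chromosome II from 2744401 to 2744700 inside cdc6, had a log2 fold change of 0.96 (standard error 0.07, adjusted p = 9.68e-06) in 2×Polδ and 1.91 (standard error 0.07, adjusted p = 3.18e-10) in 4×Polδ from the same test.

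**Figure D1:**
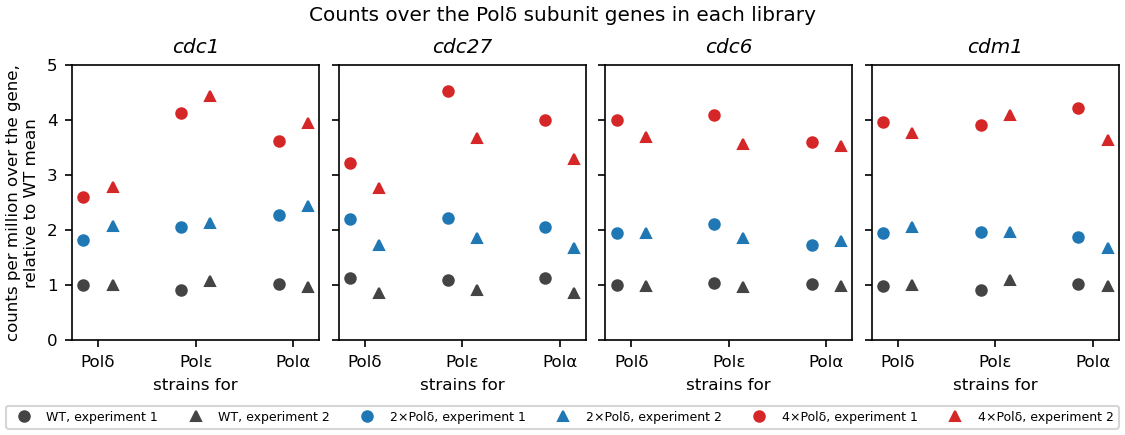
Counts, scaled to library size, over each Polδ subunit gene relative to the WT mean of the same polymerase (no unit), for the strains of Polδ, Polε and Polα, with one point per library. Circles are experiment 1 and triangles experiment 2; the 2×Polδ means per gene run from 1.90 to 2.14.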

Using WT Polδ integrations, we constructed 2×Polδ and 4×Polδ strains expressing Cdc2 ^asM17^ (Cdk1 variant inhibitable by the ATP analogue 3-Br-PP1), which allowed us to synchronise cells in G2 and assess their progression through the S-phase ( Aoi *et al.*, 2014). Additionally, we constructed 2×Polδ *rnh201∆* and 4×Polδ *rnh201∆* mutants expressing either Cdc20 ^M630F^ or Pol1 ^L850F^, which allowed us to determine whether the activities of Polε and Polα were altered in cells over-expressing Polδ. 

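In the strains used for Polε (cdc20 M630F) and Polα (pol1 L850F), the 4 Polδ genes in the cassettes were unmutated. The mean ratio of cdc1 and cdc27 to WT was 2.07 in the 2×Polδ strain for Polε and 2.11 in that for Polα, and 4.20 and 3.72 in the corresponding 4×Polδ strains. For cdc6 and cdm1, the mean ratio was 1.98 and 1.78 in 2×Polδ and 3.92 and 3.75 in 4×Polδ. Each value is a mean over 2 libraries and 2 genes, and single genes differed between the experiments. For cdc27 in the 4×Polδ strain for Polε, the ratio was 4.54 in experiment 1 and 4.11 ± 0.615 (SD, n = 2) over both experiments. Ratios are to the mean of both WT experiments, so differences between experiments at a gene stay in this SD. The WT strain for Polε itself had an SD of 0.131 at cdc27. The genes that carry the mutations were not duplicated: across all 6 libraries of a genotype, counts over cdc20 were 0.937 ± 0.052 (SD, n = 6) of WT in 2×Polδ and 0.964 ± 0.029 in 4×Polδ, and counts over pol1 were 0.971 ± 0.060 and 0.959 ± 0.045. The rnh201 gene, deleted in every strain, had 0.239 ± 0.039 (SD, n = 6) of the counts of the median bin per bin in WT, 0.236 ± 0.028 in 2×Polδ and 0.236 ± 0.049 in 4×Polδ. These values cover the whole annotated gene of 1361 bp and do not show which part of it is missing. By the same measure, ura4 in WT had 0.00271, and why rnh201 kept more counts was not tested.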

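For the strains that report on Polδ, extra copies carry the L591G mutation of cdc6. In the 2×Polδ strain, counts over cdc1 and cdc27 were 1.96 times those of the WT strain for Polδ and counts over cdc6 and cdm1 were 1.98 times (means over 2 libraries and 2 genes). In the 4×Polδ strain, the ratio was 3.85 for cdc6 and cdm1 but 2.85 for cdc1 and cdc27. For cdc1 it was 2.61 in experiment 1 and 2.79 in experiment 2, below the other 4×Polδ libraries, of which the lowest had 3.63. The same strain had 1.92 and 1.97 times the WT counts, in experiments 1 and 2, over a segment of chromosome II from 4161001 to 4218000, where the other 16 libraries had between 0.952 and 1.03. In a test of whether this strain differs from the other strains in total counts, 10 bins passed, all in this segment (edgeR, adjusted p 0.0374 to 0.0463). Among the 6 libraries of 4×Polδ, Dixon's test found no outlying ratio of cdc1 or cdc27 (gap over range of 0.0940 and 0.262 at the lower end). The 2 libraries of this strain are the 2 lowest for each gene, so the gap was measured between them. The test therefore cannot detect a shift of the whole strain.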

In a similar manner, utilising L591G-mutated Polδ integrations, we produced 2×Polδ *rnh201∆* and 4×Polδ *rnh201∆* mutants exclusively expressing Cdc6 ^L591G^, which allowed us to asses activity of Polδ at different expression levels.

**Figure 2.**
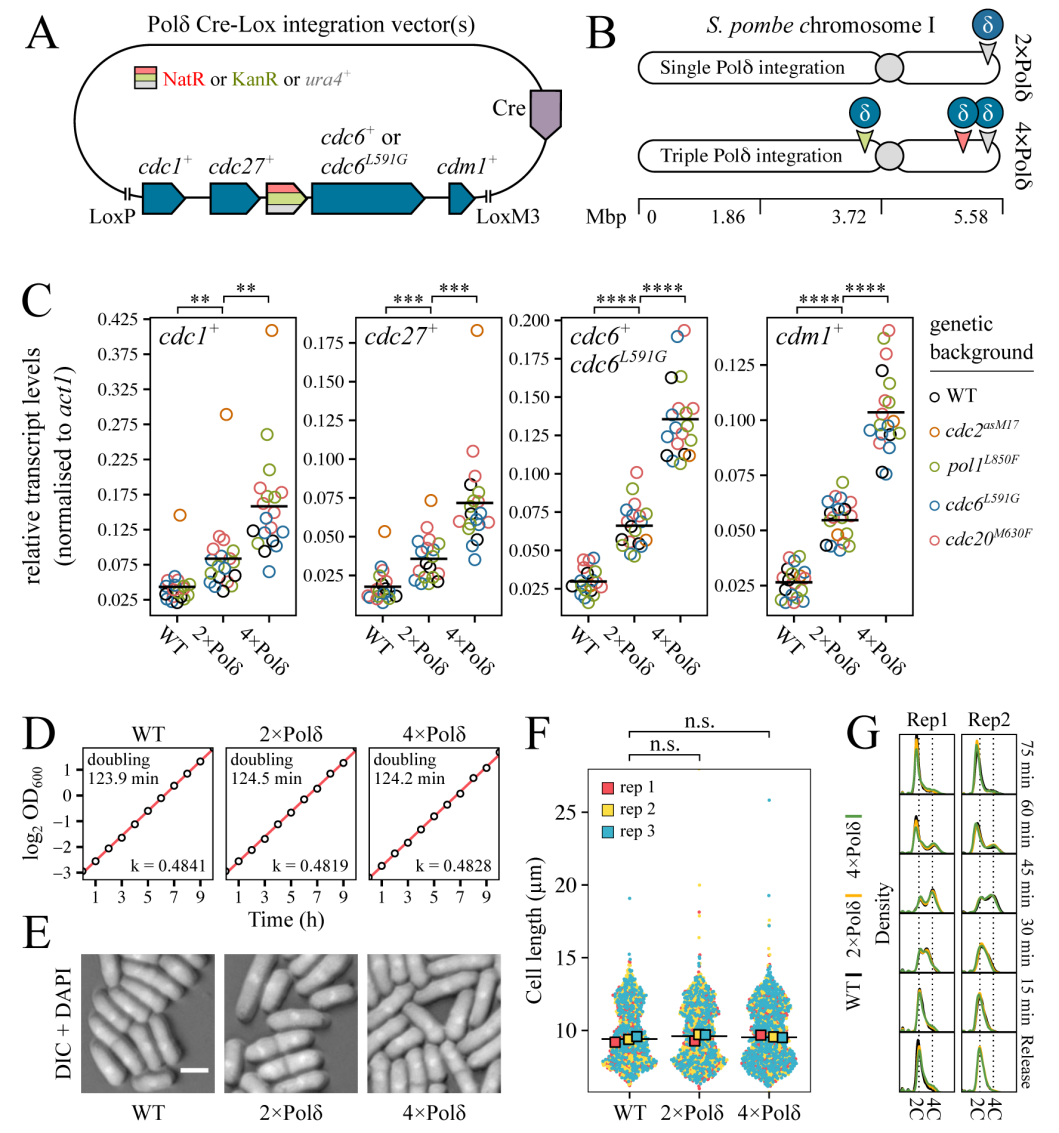
Construction and characterisation of mutants over-expressing Polδ. ( **A**) Simplified map of Cre-Lox vector(s) that were used to integrate extra copies of Polδ genes. Each vector carries genes constituting wild-type (WT) or L591G-mutated Polδ holoenzyme and one of three selection markers: NatR or KanR or *ura4 ^+^*. Cre – Cre recombinase ( **B**) Graphical representation of genomic Polδ integration site(s) in 2×Polδ and 4×Polδ cells. ( **C**) Relative transcript levels of Polδ genes ( *cdc1 ^+^*, *cdc27 ^+^*, *cdc6 ^+^/cdc6 ^L591G^* and *cdm1 ^+^*) in the indicated mutants measured by RT-qPCR. Mutants designated as *pol1 ^L850F^*, *cdc6 ^L591G^* and *cdc20 ^M630F^* also carried *rnh201∆*. Individual points represent data from independent experiments. For WT, 2×Polδ and 4×Polδ cells, 19 independent measurements were taken (all genetic backgrounds combined). Horizontal lines represent means. Statistical significance was determined by the unpaired two-sample t-test. ** p ≤ 0.01; *** p ≤ 0.001;**** p ≤ 0.0001 ( **D**) Representative growth curves of WT, 2×Polδ and 4×Polδ cells. Optical density (OD) was measured in 1h intervals for total 10 h. Time-series of log _2_-transformed OD measurements are presented. Red lines represent linear regression models. Slopes of linear regression models (k) and calculated doubling times are indicated. ( **E**) Representative images of WT, 2×Polδ and 4×Polδ cells stained with DAPI. Composite images of DIC and DAPI channels are shown. Scale bar represents 5 µm. ( **F**)Distributions of cell lengths of WT, 2×Polδ and 4×Polδ cells. Data from three independent experiments are shown. Squares represent medians of individual experiments. Horizontal line represents the median of merged data. Statistical significance was determined by the unpaired two-sample Wilcoxon test. n.s. = not significant. ( **G**)DNA profiles of WT, 2×Polδ and 4×Polδ cells synchronised in G2. Results from two independent experiments are shown.

 To validate that 2×Polδ and 4×Polδ mutants displayed increased expression of Polδ genes, we measured relative transcript levels of *cdc1 ^+^*, *cdc27 ^+^, cdc6 ^+^/cdc6 ^L591G^*, and *cdm1 ^+^* by RT-qPCR. In all genetic backgrounds tested, 2×Polδ and 4×Polδ mutants displayed a significant increase in relative transcript levels of all four Polδ genes ( Figure 2C). Unfortunately, due to the unavailability of commercial antibodies recognising Polδ subunits in *S. pombe*, we were unable to confirm that protein levels of the Polδ subunits were also increased. It has been previously reported, however, that plasmid-based over-expression of each of the four Polδ subunits is achievable in *S. pombe* ( Kang *et al.*, 2000; MacNeill *et al.*, 1996; Reynolds *et al.*, 1998). Consequently, we reasoned that elevation of Polδ transcript levels represented sufficient proof of *bona-fide* upregulation.

 To determine the fundamental cellular consequences of Polδ-overexpression, we assessed growth rate and cellular morphology of WT, 2×Polδ and 4×Polδ cells. Polδ-overexpressing mutants displayed WT-like growth parameters and did not develop any cellular or nuclear defects ( Figure 2D and 2E). Accordingly, increased Polδ expression did not alter the distribution of cell sizes ( Figure 2F). To assess whether increased Polδ expression influenced progression through S-phase specifically, we synchronised WT, 2×Polδ and 4×Polδ cells with a Cdc2 ^asM17^ background in G2 by the addition of 3-Br-PP1 and analysed changes in DNA content in 15-min intervals after release. Progression through S-phase in 2×Polδ and 4×Polδ mutants was undistinguishable from WT cells ( Figure 2F), suggesting that the over-production of Polδ did not change S-phase progression. Taken together, a moderate increase in Polδ expression did not have a notable impact on cell cycle or replication progression.

### Replication dynamics

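Pu-Seq maps where a mutated polymerase left ribonucleotides in the genome of cells that cannot remove them. The deposited data comprise 27 samples from 9 strains, which are the 3 genotypes WT, 2×Polδ and 4×Polδ in each of the 3 polymerase mutants (cdc6 L591G for Polδ, cdc20 M630F for Polε and pol1 L850F for Polα), all with rnh201 deleted. Every strain has 2 samples of experiment 1, which are sequencing runs of one library, and 1 sample of experiment 2. The runs of experiment 1 differed by about sampling noise (chi-square per degree of freedom of at most 1.11) and were summed, which leaves 18 libraries and n = 2 experiments per strain. Between the experiments, chi-square per degree of freedom was 18.5 to 40.5. The paper states that the second set of libraries was made by a modified GLOE-Seq protocol. Its text does not name the deposited experiment that is this set. If the 2 experiments are the 2 sets, the SD and r between them include the difference of protocol, not replicate spread alone. The authors mapped reads with Bowtie2 and deposited whole-number counts of ribonucleotides per 300 bp bin on each strand, without normalization. The bins match the chromosome lengths of the reference assembly ASM294v3. Total counts per library were 34475309 to 43905303 in experiment 1 (median 38809643) and 16062711 to 24590546 in experiment 2 (median 17910616). Within strains, the total of both libraries had a median between 26656210 and 33139387. The median bin held 379 to 960 counts. Polymerase tracks were calculated per bin and experiment, as the difference between top- and bottom-strand counts divided by their sum, and then averaged over the experiments. For tests across bins, at least 10 counts were required in every library. Strand counts were tested with edgeR's quasi-likelihood test of the strand-by-genotype term and origin efficiencies with limma, both with Benjamini-Hochberg adjustment at 0.05. Values from the same experiment deviated together in all 9 pairs of strains of one polymerase (r of 0.64 to 0.90 across bins), so fits with experiment as a block are given where they change a result.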

 To investigate the potential influence of Polδ-overexpression on replication dynamics in greater detail, we performed two independent Pu-Seq experiments, each of which addressed activities of Polδ, Polε and Polα, in WT, 2×Polδ and 4×Polδ cells. Overall, in all genetic backgrounds tested, Polδ, Polε and Polα tracks displayed very little variation ( Figure 3), suggesting that increased Polδ levels did not dramatically alter the properties of replication. 

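Across bins, the mean tracks of 2×Polδ and WT had a Pearson correlation of 0.985 for Polδ, 0.979 for Polε and 0.967 for Polα, and those of 4×Polδ and WT of 0.983, 0.976 and 0.984. Bins are not independent, so no p is given. Between the single experiments of one strain, r was 0.836 to 0.929. With experiment 1 left out, r with WT fell most for Polε, to 0.919 in 2×Polδ and 0.917 in 4×Polδ. No single bin had a changed strand ratio past an adjusted p of 0.05 in edgeR's quasi-likelihood test, in 41876 bins for Polδ, 41870 for Polε and 41883 for Polα. At an unadjusted p of 0.05, 265 and 358 bins passed for Polδ in 2×Polδ and 4×Polδ, 141 and 285 for Polε, and 1910 and 215 for Polα. In simulated data, this test recovered 0 of 200 bins changed by a log2 of 2 and 188 of 200 changed by a log2 of 4 for Polδ, so only large changes in single bins were detectable for Polδ; Polε and Polα were not simulated. With experiment as a block, 296 and 527 bins passed for Polδ, 0 and 0 for Polε and 5873 and 155 for Polα, and the simulated bins changed by a log2 of 2 were all recovered. DESeq2's Wald test without the block gave 52 and 108 bins for Polδ, 2 and 37 for Polε and 229 and 21 for Polα. Of the 5873 bins for Polα in 2×Polδ, 74.4% moved away from 0 in the direction of the WT track. Of the 527 bins for Polδ in 4×Polδ, 246 lay within 50 kb of an integration site, 27 in copied fragments and 48 between mat1 and mat3.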

To capture a genome-wide view of replication, we examined regions around efficient origins of replication [characterised by estimated firing efficiency (Ori _Eff_) of at least 40%] and regions constituting replication termination zones, which were defined by two efficient origins (Ori _Eff_ > 40%) and did not contain any intermediary efficiency origins (20% < Ori _Eff_ < 40%). 

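Origins were called from the WT tracks as in the methods, on differentials of tracks smoothed over 3 bins and averaged over the polymerases. At least 40% unnormalised efficiency was reached by 259 of 2631 called origins, and 142 termination zones lay between neighbouring efficient origins with no origin of 20 to 40% between them. The zones had a median length of 30.5 kb and ran from 3.9 to 93.3 kb. From experiment 1 alone there were 286 efficient origins and 167 zones, and from experiment 2 alone 237 and 129. Of the 286 efficient origins of experiment 1, 237 had an efficient origin of experiment 2 within 900 bp. On the scale normalised to the most efficient origin, which moved the counts most, 320 origins and 191 zones met the definitions. The most efficient WT origin had its peak bin at 3952501 to 3952800 of chromosome I, between the noncoding RNA genes SPOM_SPNCRNA.239 and SPOM_SPNCRNA.240, with 84.5% in experiment 1 and 76.0% in experiment 2.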

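The track amplitude was taken as the mean height of the track on both sides of WT-defined efficient origins, 0.9 to 3 kb away, or over the 3 outermost of 20 bins at both ends of WT-defined termination zones. At efficient origins, the Polδ amplitude was 0.582 ± 0.033 (SD, n = 2 experiments) in WT, 0.588 ± 0.029 in 2×Polδ and 0.589 ± 0.016 in 4×Polδ. At termination zones it was 0.492 ± 0.040 in WT, 0.499 ± 0.041 in 2×Polδ and 0.495 ± 0.028 in 4×Polδ. The differences from WT were 0.00316 to 0.00745. Within experiments 1 and 2 they were 0.00388 and 0.00865 at origins and 0.00801 and 0.00689 at zones in 2×Polδ, and -0.00501 and 0.0188 and -0.00537 and 0.0117 in 4×Polδ. The SD of these paired differences was 0.00337 and 0.000797 in 2×Polδ, below the mean differences, and 0.0169 and 0.0121 in 4×Polδ, above them. The Polε amplitude at efficient origins was 0.557 ± 0.130 in WT, 0.627 ± 0.018 in 2×Polδ and 0.624 ± 0.016 in 4×Polδ, and at termination zones 0.509 ± 0.110, 0.570 ± 0.012 and 0.569 ± 0.00768. The wide spread of WT for Polε came from experiment 2, where its amplitude at origins was 0.465, against 0.614 in 2×Polδ and 0.613 in 4×Polδ. In experiment 1 alone, the WT value of 0.649 was above those of 2×Polδ (0.640) and 4×Polδ (0.635), so the sign of the difference changed between experiments. For the 8 comparisons of Polδ and Polε, the two-sided exact permutation test of 2 against 2, which leaves the pairing by experiment aside, gave p from 0.667 to 1; the smallest p it allows is 0.33.

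**Figure D2:**
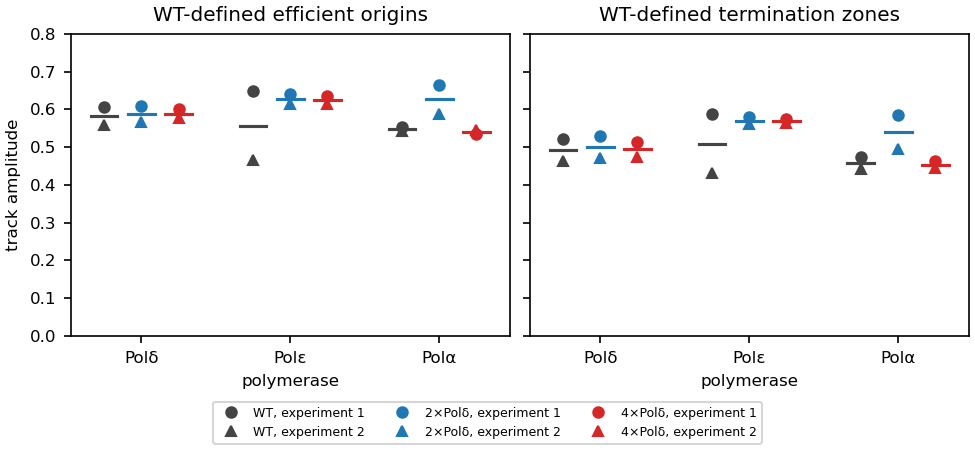
Track amplitude (no unit) at WT-defined efficient origins and termination zones for each polymerase. Circles are experiment 1, triangles experiment 2 and lines the mean of both; the Polε library of WT in experiment 2 lies at 0.465 and 0.432.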

Analysis of Polδ and Polε tracks associated with 259 efficient origins and 147 termination zones did not reveal any notable differences ( Figure 4A and 4B). 

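At the same regions, the Polα amplitude at efficient origins was 0.547 ± 0.00775 (SD, n = 2 experiments) in WT, 0.627 ± 0.054 in 2×Polδ and 0.540 ± 0.00835 in 4×Polδ. At termination zones it was 0.459 ± 0.023, 0.541 ± 0.064 and 0.454 ± 0.013. The amplitude of 2×Polδ was above WT by a factor of 1.2 in experiment 1 and 1.09 in experiment 2 at origins, and of 1.23 and 1.12 at zones. Both 2×Polδ libraries were above both WT libraries (exact permutation test, two-sided, p = 0.33, the smallest that 2 against 2 allow). The amplitude of 4×Polδ differed from WT at origins by -0.0183 in experiment 1 and 0.0045 in experiment 2. Thinning the libraries of an experiment to one depth left differences of 0.113 and 0.0477 for 2×Polδ.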

We observed that Polα tracks in 2×Polδ cells displayed marginal deviation from the WT profile ( Figure 4A and 4B); however, considering that the observed difference was not reflected in 4×Polδ cells, we concluded this observation represented a technical, rather than biological phenomenon. 

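Efficiencies of 2700 consensus origins, called on the mean tracks of the 3 genotypes, were measured for each genotype and experiment and grouped by their consensus efficiency. The 2215 origins of low efficiency (under 20%) had a mean efficiency of 4.04 ± 0.946% (SD, n = 2 experiments) in 2×Polδ and 4.23 ± 0.866% in 4×Polδ, which is 0.667 and 0.857 percentage points above WT. The 214 origins of intermediary efficiency (20 to 40%) had 27.4 ± 4.18% in WT, 29.6 ± 3.82% in 2×Polδ and 29.0 ± 1.89% in 4×Polδ. The 271 efficient origins had 58.0 ± 7.09% in WT, 63.4 ± 4.66% in 2×Polδ and 60.8 ± 2.00% in 4×Polδ. For both lower classes the two-sided exact permutation p, which leaves the pairing by experiment aside, was 0.667. Within experiments 1 and 2, the differences from WT were 0.350 and 0.985 points in 2×Polδ and 0.484 and 1.23 in 4×Polδ for low origins, and 1.94 and 2.45 and 0.0313 and 3.27 for intermediary origins, all above 0. An exact permutation test within 2 pairs cannot reach p = 0.05, and none was run. For efficient origins they were 3.71 and 7.14 in 2×Polδ, and -0.754 and 6.45 in 4×Polδ. When each library was scaled by the mean of its efficient origins, the intermediary origins of 2×Polδ changed sign, to -0.580 points relative to WT; this and the classing by WT efficiencies, where low origins of 2×Polδ had -0.193 points relative to WT, also gave negative differences.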

We reasoned that if increased Polδ levels negatively affected replisome progression, 2×Polδ and 4×Polδ mutants would be expected to display increased activity of low and intermediary efficiency origins. Polδ-overexpressing cells, however, retained a WT-like distribution of genome-wide origin efficiencies, which further indicated normal replication progression ( Figure 4C and 4D). 

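On the scale normalised to the most efficient origin of each genotype, 2152 WT, 2475 2×Polδ and 2417 4×Polδ origins fell in the class of 0 to 25%. The classes of 25 to 50%, 50 to 75% and 75 to 100% held 221, 131 and 127 origins in WT, 201, 128 and 144 in 2×Polδ and 208, 138 and 129 in 4×Polδ. The excess of low origins over WT was -6 in experiment 1 and 588 in experiment 2 for 2×Polδ, and 79 and 220 for 4×Polδ. Without the Polα libraries, it was 20 and -305. All but 3 of the 259 efficient WT origins had an efficient origin within 900 bp in 2×Polδ, and all but 3 in 4×Polδ. Among 2700 consensus origins, 2 changed in efficiency in 2×Polδ and 4 in 4×Polδ (limma, Benjamini-Hochberg adjustment). Of these, 2 lay at the copied fragments of cdc1 and cdc27 in both genotypes, where counts of the cassettes add to the native locus. The peak bin at cdc27, chromosome II 1064401 to 1064700, overlaps only the edge of the fragment, which ends at 1064404. The bins there with a changed total count ended at 1064400 in 4×Polδ, next to the peak bin, so added counts were not shown in the peak bin itself. Efficiency is summed from differences between neighbouring bins of smoothed tracks. A step in the track where the added counts end can therefore raise it without added counts in the peak bin. The other 2, both in 4×Polδ, were chromosome I 3361201 to 3361500, within 50 kb of an integration site, which rose from 13.6 ± 4.49% to 32.1 ± 0.668% (SD, n = 2 experiments; difference 18.5 points, standard error 2.03, adjusted p = 0.000111 from limma, higher in 6 of 6 libraries), and chromosome II 4491601 to 4491900, near a chromosome end, which dropped from 27.9 ± 0.753% to 19.6 ± 0.0788% (difference -8.26 points, standard error 1.54, adjusted p = 0.0487). With experiment as a block, 3 and 5 origins passed; the added one in both genotypes, chromosome I 2273401 to 2273700, rose from 23.6 ± 4.80% to 34.1 ± 4.90% in 2×Polδ and 34.1 ± 2.81% in 4×Polδ (difference 10.5 points in each, standard error 1.67, adjusted p = 0.0132 and 0.0102 from limma). In simulated data, the test recovered 74.5% of 200 origins changed by 10 points.

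**Figure D3:**
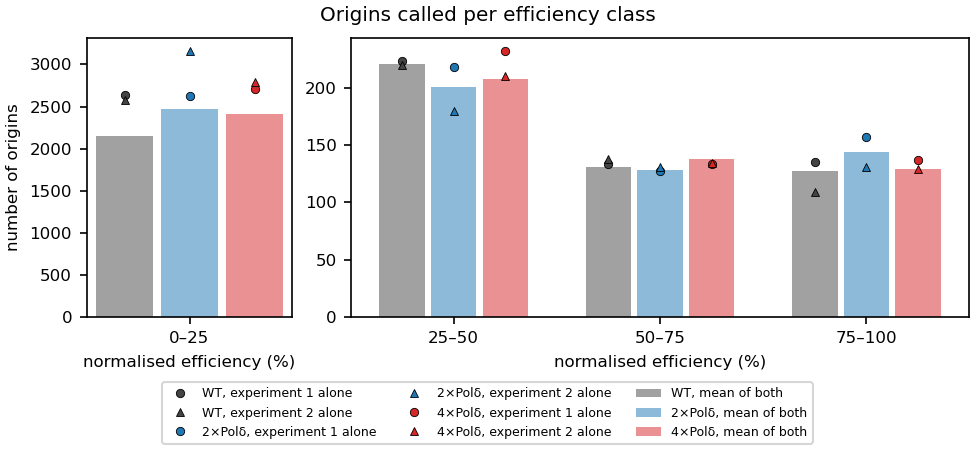
Number of called origins per class of normalised efficiency (percent) for each genotype. Bars are calls on the mean of both experiments, circles experiment 1 alone and triangles experiment 2 alone; the class of 0 to 25% of 2×Polδ lies at 2628 and 3160.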

Taken together, we concluded that, in our experimental system, a moderate increase in Polδ levels did not result in any observable changes in replication dynamics.

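A change of fork direction moves the Polδ and Polα tracks one way and the Polε track the other, so one change common to the 3 polymerases was tested in 4192 windows of 3 kb with 6 libraries per genotype. It passed an adjusted p of 0.05 in 29 windows in 2×Polδ and 65 in 4×Polδ (edgeR's quasi-likelihood test); at an unadjusted p of 0.05, 952 and 315 windows passed. DESeq2's Wald test gave 183 and 92 windows. Of the windows in 2×Polδ, 3 held a copied fragment, 11 lay within 50 kb of an integration site, 10 within 150 kb of a chromosome end and 5 elsewhere; in 4×Polδ the numbers were 4, 32, 27 and 2. With experiment 1 left out, 0 and 3 windows passed, and with experiment 2 left out 3 and 27. Fewer libraries were tested there, so the drop does not show that the windows depend on both experiments. Outside the copied fragments, 3 windows near an end of chromosome I shared the smallest adjusted p in 2×Polδ, 0.000222 in edgeR, and started at 5541001, 5550001 and 5553001 (log2 changes -0.71, -0.60 and -0.56, standard errors 0.09, 0.08 and 0.07). In 4×Polδ it was chromosome I 3351001 to 3354000 (log2 change 1.08, standard error 0.11, adjusted p = 8.54e-06). Each had one sign in 6 of 6 libraries. In simulated data, 199 of 200 windows changed by a log2 of 1 were recovered. The paper concludes that replication dynamics showed no observable change in its experimental system.

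**Figure D4:**
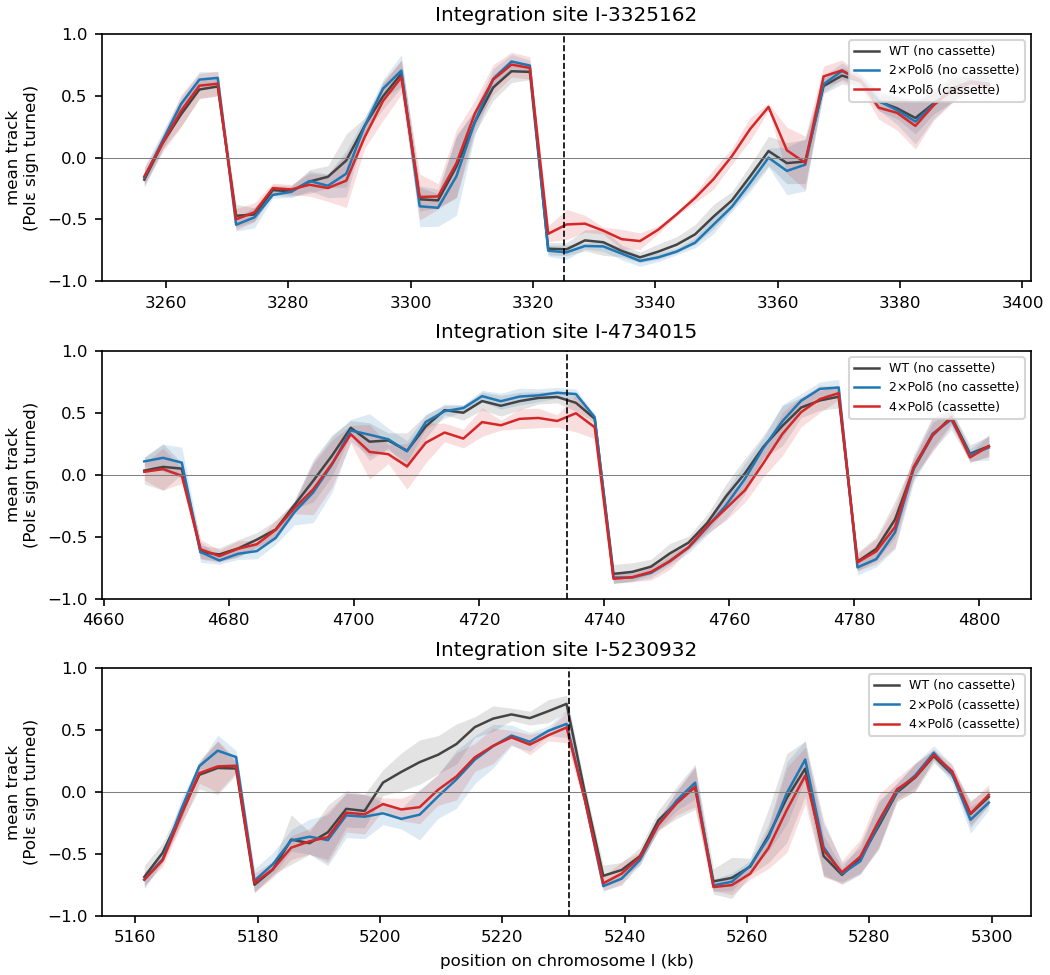
Mean track of the 3 polymerases, with the sign of Polε turned, in 3 kb windows along chromosome I (kb) around each integration site (dashed line); positive values are leftward forks. Lines are means and bands the SD over 6 libraries per genotype. Changed windows run from 3288001 to 3360000, from 4707001 to 4767000 and from 5199001 to 5232000 in 4×Polδ.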

**Figure 3.**
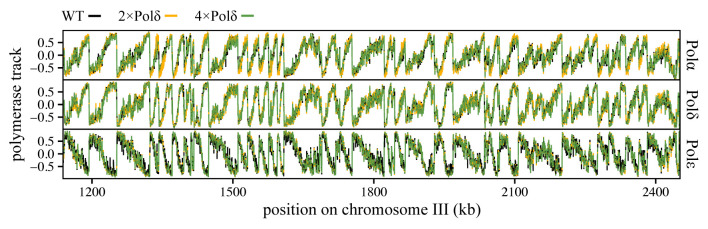
Representative polymerase tracks. Polδ, Polε and Polα tracks across the right arm of chromosome III in WT, 2×Polδ and 4×Polδ cells. Means of two independent experiments are shown.

**Figure 4.**
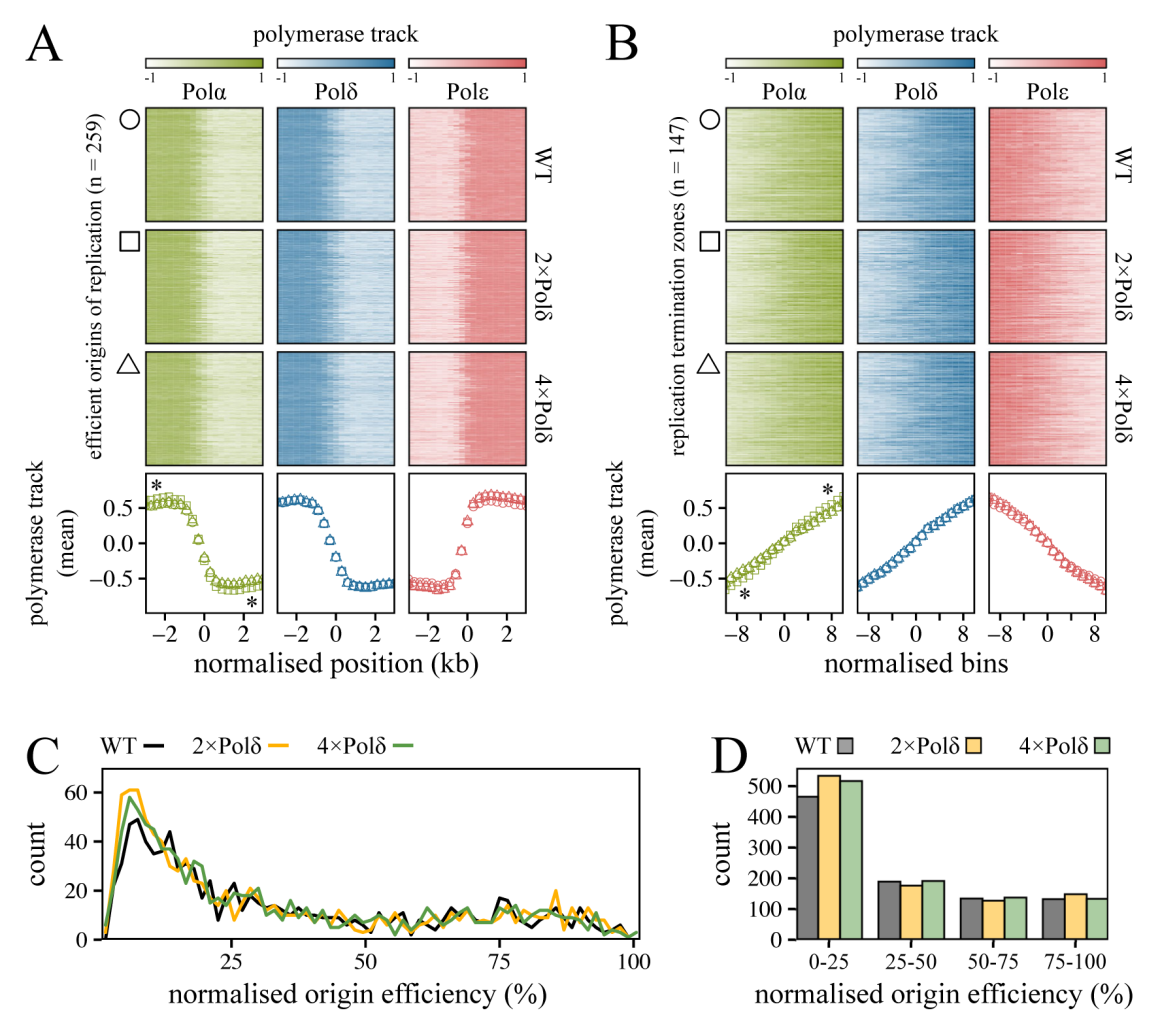
Pu-Seq analysis of mutants over-expressing Polδ. ( **A**, **B**) Polδ, Polε and Polα tracks around 259 efficient origins of replication ( **A**) and across 147 termination zones ( **B**). Individual regions and means are shown. Polδ expression levels are indicated: circles – wild-type (WT); squares – 2×Polδ; triangles – 4×Polδ. Chromosomal coordinates around efficient origins were centred relative to the position of an origin. Data constituting termination zones were equally binned, and bins were centred relative to the midpoint of a termination zone. * Minor deviations in Polα tracks ( **C**, **D**) Distribution of normalised origin efficiencies in WT, 2×Polδ and 4×Polδ cells. ( **A**– **D**) Means of two independent experiments were analysed.

## Conclusions

 In this study, we tested whether a moderate (2–4-fold) increase in Polδ expression impairs, or in any way alters, replication dynamics under normal conditions in *S. pombe*. The presented experiments were inspired by report that a two-fold and four-fold increase in Polδ concentration reduces the rate of the leading strand synthesis *in vitro*, hypothesised to be due to stochastic polymerase switching, during which Polδ outcompetes Polε and temporarily facilitates the extension of the leading strand ( Yeeles *et al.*, 2017).

 We constructed a set of strains carrying either one or three extra copies of all Polδ genes and validated that these Polδ integrations resulted in increased transcription of the respective Polδ components: *cdc1 ^+^*, *cdc27 ^+^*, *cdc6 ^+^* and *cdm1 ^+^*. We were unable to explore if the Polδ subunits were upregulated at the protein level. However, considering that successful ectopic over-production of Polδ subunits has been reported in the seminal literature ( Kang *et al.*, 2000; MacNeill *et al.*, 1996; Reynolds *et al.*, 1998), we argue that our experimental design conveyed a genuine Polδ over-production.

 We determined that cells characterised by up to four-fold increased Polδ expression do not exhibit defects in growth and cell cycle progression. Furthermore, utilising Pu-Seq methodology, we demonstrated that genome-wide replication dynamics in 2×Polδ and 4×Polδ mutants is virtually indistinguishable from WT, arguing against the notion of stochastic polymerase switching or any other impairment of DNA replication induced by over-production of Polδ.

 Naturally, it is still possible that we simply did not reach the threshold of Polδ expression that is required for the polymerase-switch to occur at frequencies detectable by Pu-Seq. Higher cellular levels of Polδ could be achieved by ectopic or strong promoter-driven expression of Polδ genes; however, we argue that such an extensive Polδ over-production would constitute a non-physiological system, which would no longer be biologically relevant in relation to the reported *in vitro* data ( Yeeles *et al.*, 2017). Moreover, it has been shown that gross over-expression of *cdc6 ^+^* is detrimental to overall cell physiology ( MacNeill *et al.*, 1996), which would likely make Pu-Seq experiments difficult to interpret or impossible to carry out. We also argue that promoter manipulation or plasmid-based over-expression would disrupt the stoichiometry of Polδ subunits, which could be detrimental to Polδ folding and function.

 While we established that moderate over-expression of Polδ does not noticeably affect canonical replication, we acknowledge that presented data do not sufficiently disprove the natural occurrence of the stochastic switch from Polε to Polδ. Nevertheless, our data do imply that, if such events occur *in vivo*, they manifest at low frequencies and likely represent only a marginal disturbance to an overwhelmingly robust replication program.

## Data availability

### Underlying data

Gene Expression Omnibus: Raw and processed Pu-Seq data, Accession number GSE165503; https://identifiers.org/geo:GSE165503.

Zenodo: Increased expression of Polδ does not alter the canonical replication program in vivo. https://doi.org/10.5281/zenodo.4513956.

This project contains the following underlying data:

- Data_cell-size.xlsx (cell size measurements)
- data_OD.xlsx (optical density measurements)
- data_RT-qPCR.xlsx (raw Cq values)
- .tif files (raw microscopy images; strain-repeat-channel-image)
- .fcs files (flow cytometry files; well-strain-repeat-timepoint)

Data are available under the terms of the Creative Commons Attribution 4.0 International license (CC-BY 4.0).

## Software availability

Source code available from: https://github.com/R-Zach/Pu-Seq_polymerase_delta_over-expression

Archived source code at time of publication: https://doi.org/10.5281/zenodo.4516546 ( Zach, 2021)

License: Apache License 2.0

How the deposited data were processed for this re-analysis (not part of the article)

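Pu-Seq libraries of 9 S. pombe strains were analysed: WT, 2×Polδ (1 extra cassette of the 4 Polδ subunit genes) and 4×Polδ (3 extra cassettes), each with a mutated Polδ, Polε or Polα and without rnh201. The authors mapped the reads with Bowtie2 and deposited counts of ribonucleotides for each strand in 300 bp bins, one pair of strands per sequencing run, with no normalization. The genome build, the version of Bowtie2, the filter on mapping quality and the handling of duplicate and repeated reads are not given in the sources used here. The bins match the lengths of chromosomes I, II and III of ASM294v3, whose annotation was used for genes.

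The 27 samples form 18 libraries once the runs of experiment 1 are summed, with 2 experiments per strain. Totals ranged from 16062711 to 43905303 counts per library, and the 5th percentile of bins held at least 138 counts. Counting error covers only sampling of reads; the spread between experiments was much wider, and with 2 experiments an exact permutation test of single strains cannot reach p = 0.05. The paper's text does not name the deposited experiment that is its second set of libraries, made by a modified GLOE-Seq protocol. If the 2 experiments are its 2 sets, the spread between them includes the difference of protocol. Deviations from the mean of each strain correlated between strains of the same polymerase and experiment in all 9 pairs (r of 0.64 to 0.90), so experiment numbers pair the libraries, and fits with experiment as a block were run beside the unblocked ones.

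From the counts, polymerase tracks, track amplitudes, origin calls, efficiencies and gene copy ratios were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Tracks were smoothed by a moving average of 3 bins before differentials were taken. Peaks under the 30th percentile of peak maxima were dropped and peaks with maxima at least 4 bins apart were split. The paper's text does not say over which values its percentile was taken. Strand ratios were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test of the strand-by-genotype term, per 300 bp bin within one polymerase (at least 10 counts in every library) and per 3 kb window over all polymerases with the sign of Polε turned. Total counts per bin were tested with edgeR after TMM scaling, and origin efficiencies with limma 3.58.1. The threshold was an adjusted p of 0.05 (Benjamini-Hochberg). Amplitudes, class means and copy ratios were compared by two-sided exact permutation tests. Copy ratios and the values beside integration sites were first set relative to the WT mean of their polymerase. The permutations did not repeat that step, so these p-values can be too small. DESeq2 gave no adjusted p for some bins after its own filter, at most 11365. Simulated data with 200 known changes covered the test of strand ratios in bins for Polδ, that of windows, that of total counts and that of origins; the tests of bins for Polε and Polα and those of differences between strains were not simulated.

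Alternatives set before the data were examined were experiment as a block, DESeq2 1.42.0, other count minimums (none, 50), TMM scaling per strand, one fit over all polymerases, windows of 1.5 and 9 kb, each library or experiment left out, the first run of experiment 1 only, no Polα libraries, scaled efficiencies, WT-defined or consensus regions, other flanks, other percentile rules, no splitting of peaks, summed experiments and thinned libraries. Added after seeing the data were the 70th and 75th percentile, Polε tracks of experiment 1 only, and tests of whether the change in the strain of one polymerase differs from the other strains.

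Named items follow a rule set at the same time: the genes and sites of the strain list, the origin of Fig. 1, the most efficient WT origin, and for each test the 5 bins, windows or origins with the smallest adjusted p and the same sign in both experiments. The doubled segment of chromosome II, the region between mat1 and mat3 and the bin or origins named beyond that rule were chosen after their values were seen. RT-qPCR, growth, cell size and DNA content have no sequencing counts and were not analysed here.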

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

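The tests of the native genes, of empty sites, of cassette origins, origin firing and general passage, of shared end windows, of the doubled segment, of copy number, of swapped libraries, of ura4 counts, of background in the tracks and of windows without repeated words were chosen after the result was seen, as were all tests of differences between strains of one genotype. The tests of repeated sequence in the doubled segment, of depth of single libraries, of an inverted segment, of the nearest origin and of other groupings were set before their result was seen; for the nearest origin, the sides of the change were known and the place of the origin was not.

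Total counts changed in 36 bins in 2×Polδ and 52 in 4×Polδ, a signal that the paper does not analyse, and all of them lie at the copied fragments. With experiment as a block there were 50 and 56, of which 2 in 4×Polδ lay elsewhere, between 1601701 and 1617300 of chromosome II, and were lower than in WT. DESeq2 gave 50 and 67 bins, of which 4 and 12 were lower. Among 40 groupings of the same libraries, 4 gave as many bins as 2×Polδ and 1 as many as 4×Polδ, the real one included, so by this count chance cannot be excluded for 2×Polδ and can for 4×Polδ. The place of all 36 bins at the copied fragments and the copy ratio of the 4 genes (exact permutation test, p = 0.00216) argue against chance for 2×Polδ. Of the groupings that part all 6 pairs, 1 of 11 was as large for either genotype, and that one is the real one; a grouping along the experiments gave 239 bins for 2×Polδ, and the largest other grouping, which parts only some pairs, gave 14449.

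Changed windows that hold a copied fragment numbered 3 in 2×Polδ and 4 in 4×Polδ, all at cdc1 and cdc27. Of the windows within 9 kb of these fragments that hold none of them, 0 passed (edgeR, smallest adjusted p 0.136). The value of 0 is consistent with reads of the extra gene copies mapped to the native genes. Other explanations were not tested.

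Near the integration sites, 11 windows passed in 2×Polδ and 32 in 4×Polδ. Of the 32 windows, 25 hold no 31-base word that occurs elsewhere in the genome, which argues against reads shared with repeated sequence as the cause of the whole pattern; the mean share of such words is 2.14% against 4.34% genome-wide. In 2×Polδ, which has a cassette only at I-5230932, 0 windows passed within 50 kb of the other 2 sites (edgeR, smallest adjusted p 0.141), while in 4×Polδ there were 11, 10 and 11 windows at I-3325162, I-4734015 and I-5230932. The 2×Polδ strains were not uniform, however. Its Polα strain differed from the others beside both empty sites, in windows starting at 3351001, 3357001 and 4755001 (interaction term, edgeR, adjusted p 0.0256 to 0.0386). At the occupied site, the window at 5202001 had log2 differences of -1.15 for Polδ and 1.14 for Polα. Whether the change at the empty sites differs between the genotypes was not tested by itself. The count of 0 there makes a local effect of the integrated cassette a candidate explanation. All 3 sites lie beside a WT origin of 71.4 to 74.5%, with forks running away from the site on both sides. Within 30 kb, exact permutation tests of 6 libraries against 6 were adjusted over 12 tests, and 0 of 4 sides of empty sites passed. The 6 libraries of a genotype are 2 from each of 3 strains. Values were set relative to the WT mean of each polymerase, a step that the permutations did not repeat, so these p-values can be too small. Of the 8 sides of occupied sites, 6 passed. On 4 sides fewer forks ran away from the site, with changes of -0.208, -0.152, -0.262 and -0.244 (adjusted p = 0.00649 by the exact test, the smallest unadjusted p being 0.00216), and on 2 sides more did, by 0.0387 and 0.0605 (adjusted p = 0.026, exact). An origin firing in the cassette would give more such forks on both sides, which held at 0 of 4 occupied sites. Less firing of the efficient origin next to the site would give fewer on both sides, and the 2 sides with more forks had no such fall. However, forks running away from the site also rose on the 4 empty sides of 2×Polδ, by 0.00336 to 0.0451 (smallest adjusted p = 0.195, exact). As 0.0451 lies between 0.0387 and 0.0605, the 2 sides argue only weakly against less firing. Slower passage of forks through the cassette would lower forks that cross it, as on 4 of the 6 sides. On the other 2, the nearest efficient origin lies on the same side, so forks that run away there need not cross the cassette and these sides decide nothing; the general form remains open. Another form of this test, on fewer sides, was tried after the sides were known and is not used here. The nearest efficient WT origin lies 3.02 to 5.54 kb from each site and at 3 of 3 sites on the side opposite to the larger change, as slower passage of forks from that origin through the cassette would need. With 3 sites, this may be a coincidence of position. The longer distance that the added DNA gives and a slower fork in it were not tested apart.

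Near chromosome ends, 10 windows passed in 2×Polδ and 27 in 4×Polδ. Of the 27 changed windows, 21 hold no repeated word, which argues against reads shared with repeated sequence as the cause of the whole pattern. The mean share is 7.71%, above the 4.34% of the genome and below the 24.7% of all tested windows there, and for the 11.1% of the changed windows with over 10% it stays open. The 10 windows of 2×Polδ all passed in 4×Polδ too. As both genotypes are set against the same WT libraries, shared calls need a comparison. Over all places, 24 windows passed in both, against at most 0 in 5 simulations of unchanged genotypes. Across windows, r between the log2 changes was 0.623 against 0.476 to 0.502 in the simulations. The simulated counts were drawn independently, without the deviations that libraries of one experiment share. They therefore cannot exclude such deviations as a source of shared calls or of the higher r. A strain background shared by the 2×Polδ and 4×Polδ strains and increased Polδ copy number cannot be told apart with these strains.

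For all changed windows, 6 of 100 groupings gave as many as 2×Polδ and 2 of 100 as many as 4×Polδ, the real one included; chance cannot be excluded for 2×Polδ by this count, and can for 4×Polδ. Against chance for the windows of 2×Polδ as a whole stand the 11 at the occupied site with 0 at the empty ones, and the 3 that hold copied fragments. The 24 that also passed in 4×Polδ add to this only within the limit of the simulations given above. These sets share windows, so they are not separate arguments. Of the groupings that part all 6 pairs, 2 of 29 and 1 of 29 were as large. Groupings that follow the experiments gave up to 66 and 312 windows, the largest other grouping for 2×Polδ gave 267, and with experiment as a block 35 and 90 windows passed. For origins, 6 of 100 and 2 of 100 groupings gave as many; of those that part all pairs it was 1 of 31 and 1 of 31, and groupings along the experiments gave 1246 and 1230 origins.

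The change in the strain of one polymerase differed from that in the other strains in a number of windows (interaction term, edgeR). In 2×Polδ these were 5 for Polδ, 9 for Polε and 124 for Polα, and in 4×Polδ 8 for Polδ, 7 for Polα and 0 for Polε, with 353 for Polε at an unadjusted p under 0.05. With experiment as a block, the numbers were 6, 252 and 682 in 2×Polδ and 26, 27 and 5 in 4×Polδ. By total counts, 1 bin differed for Polδ in 2×Polδ and 10 for Polδ in 4×Polδ; with the block 1 and 160, and 91 for the Polα strain of 4×Polδ against 0 without it (edgeR, 312 at an unadjusted p under 0.05). No other tool was run for these tests. Each sets the strain of one polymerase against the mean of the other 2. A change in 1 strain can therefore also appear, with opposite sign, in the tests of the others, and the counts are not separate strain differences. With the block, 159 of the 160 bins for Polδ in 4×Polδ were higher and all 91 for Polα were lower. Whether the 91 bins mirror the Polδ strain was not tested. The 10 bins for Polδ in 4×Polδ without the block all lie in the doubled segment of chromosome II from 4161001 to 4218000, which covers 57 kb and 65 annotated genes. Its ratio to WT was at least 1.92 in both experiments of the 4×Polδ strain for Polδ, which argues against a bias of one library preparation; 0.735% of its 31-base words are repeated, which argues against reads shared with repeated sequence; and the other 4×Polδ libraries had at most 1.03, which argues against increased Polδ copy number. The ratio of this strain was at most 1.13 in the windows next to both ends. It was at least 1.77 in the first and last windows inside, and all 19 windows inside were over 1.5 in both experiments. An extra copy of the segment in this strain is therefore a candidate explanation, as a hypothesis found and tested on the same data. Its effect elsewhere was not tested.

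Of the 8 windows for Polδ in 4×Polδ, 6 lie within 15 kb of the segment between mat1 and mat3 on chromosome II. There the Polδ track of the 4×Polδ strain was 0.485 and 0.592 in experiments 1 and 2, against -0.204 and -0.0851 in WT, and the Polα track of the 2×Polδ strain 0.295 and 0.381 against -0.347 and -0.269. The Polα track of the 4×Polδ strain was -0.303 and at most -0.256, which argues against increased Polδ copy number. The Polε track there was negative in every strain, with -0.426 and -0.0787 in WT, -0.518 and -0.416 in 2×Polδ and -0.470 and -0.413 in 4×Polδ; with its sign turned, it points the same way as those 2 strains, so strains differ in direction within WT as well. The ratio to WT of cdc6 and cdm1 was 1.78 in the 2×Polδ strain for Polα and 3.85 in the 4×Polδ strain for Polδ, as their genotypes need, and left of efficient origins the tracks of their 4 libraries were at least 0.566, while those of Polε are negative there. A swap between Polδ and Polα would only move the positive track of the segment to another strain. These values argue against swapped libraries. For an inverted segment between mat1 and mat3, the measures differ: r with the mirrored and turned track of the other strains was lower than r with their plain track, by a difference of -0.420 in the lower strain, while the root mean square distance was 0.444 and 0.319 from the mirrored and 0.662 and 0.655 from the plain track. An inversion may therefore be present but these values do not decide it; 14.4% of the words of the segment are repeated.

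Track amplitudes had 3 values far from the others: Polε in WT, experiment 2, with 0.465 at efficient origins and 0.432 at termination zones, and Polα in 2×Polδ, experiment 1, with 0.586 at zones. Chance gives such a value in about 1 of 20 groups and 16 groups were tested. The WT Polε library stayed low after thinning (4×Polδ over WT of 1.32 in experiment 2), which argues against sequencing depth, and held 1 count over ura4, which argues against reads of a 2×Polδ or 4×Polδ library. More background of counts with no strand preference would lower all classes of origins by one factor; the ratio of the factor at intermediary to that at efficient origins was 1.04 (95% bootstrap interval 1.003 to 1.08), just above 1, and that at origins of 10 to 20% was 0.992 (0.914 to 1.07). The first interval leaves out 1 and the second holds it, and the 2 intervals overlap, so this explanation stays open. For Polα in 2×Polδ, the lower of the differences after thinning was 0.0477, which argues against sequencing depth, and the amplitude of 4×Polδ minus WT was -0.00688, which argues against increased Polδ copy number. For less background of counts with no strand preference, the ratio of factors was 0.978 (0.946 to 1.01) at intermediary origins, while at those of 10 to 20% it was 0.871 (0.808 to 0.933), and 53.2% of the 124 windows that differ for this strain moved along the WT track. Here the first interval holds 1 and the second leaves it out, so this explanation stays open too. The difference rests on 1 strain and 2 experiments.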

How the results depend on the processing

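The alternatives were chosen before the data were examined, apart from the 70th and 75th percentile, the Polε tracks of experiment 1 only and the tests between strains. Over 54 results and 350 alternative values, 289 stayed within the spread of the experiments, or for tests and counts on the same side of the threshold or within 1.5 times the count, and 2 reversed. Of 96 alternative values of amplitude differences, 87 kept their sign. The difference from WT of the Polα amplitude at efficient origins in 4×Polδ ranged from -0.0183 to 0.0045 with either experiment left out. The cause of the changes below was not tested unless stated.

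Bins with a changed strand ratio went from 0 to more with experiment as a block: 296 and 527 for Polδ and 5873 and 155 for Polα in 2×Polδ and 4×Polδ, while Polε stayed at 0 (edgeR). DESeq2 gave 52, 108, 2, 37, 229 and 21 for Polδ, Polε and Polα in turn, and one fit over all polymerases 7 and 24 for Polδ, 5 for Polε in 4×Polδ and 19 and 2 for Polα. Simulated Polδ bins with a log2 change of 2 were found only with the block, so for Polδ the unblocked count of 0 is limited by the test's power; the other polymerases were not simulated. The other alternatives, including each library left out, gave 0.

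Windows over all polymerases changed from 29 and 65 to 183 in 2×Polδ with DESeq2, and to 15 and 36 without Polα libraries. Of 1398 windows of 9 kb, 16 and 37 passed, a larger share than of the 4192 windows of 3 kb. With an experiment left out they ranged from 0 to 3 in 2×Polδ and from 3 to 27 in 4×Polδ; without experiment 1 the count was lowest in both genotypes. Fewer libraries were tested there. Origins in 4×Polδ, 4 in all libraries, ranged from 2 to 3 with an experiment left out, and in 2×Polδ were 1 with scaled efficiencies. The paired fit with experiment as a block moved windows to 35 and 90, origins to 3 and 5 and total counts to 50 and 56, each by at most 1.5 times.

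With experiment 2 or 1 left out, the copy ratio was 1.98 and 1.99 in 2×Polδ and 3.76 and 3.68 in 4×Polδ, where the smallest exact p is 0.1 by construction. The correlation of tracks with WT ranged, with an experiment left out, from 0.971 to 0.986 for Polδ in 2×Polδ and 0.971 to 0.983 in 4×Polδ, from 0.919 to 0.991 and 0.917 to 0.988 for Polε, and from 0.950 to 0.967 and 0.968 to 0.982 for Polα.

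The number of origins in 4×Polδ minus WT, 261, reversed to -294 without Polα libraries, and that of origins under 25%, 265, to -305. The number of origins moved to 363 with the percentile of all positive values, 373 with no percentile filter, 105 with summed counts, and among the added ones to 112 and 93 with the 70th and 75th percentile and 100 with Polε of experiment 1 only; for origins under 25% these values were 367, 377, 109, 116, 97 and 101. With an experiment left out they ranged from 90 to 226 and from 79 to 220. Thinning the libraries of each polymerase and experiment to one depth gave 272 and 279, which argues against unequal depth between genotypes as the cause. Whether depth itself limits the number of called origins was not tested. In 2×Polδ, whose main values were 317 and 323, the spread between experiments was 395 and 420, so no alternative moved them beyond it, although with summed counts they were 10 and 13 and without Polα libraries 21 and 20. Tests between strains are given above with and without the block.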

Differences from the paper's values

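The number of origins of 0 to 25% normalised efficiency was 2152 in WT, 2475 in 2×Polδ and 2417 in 4×Polδ, against the paper's values of about 470, about 530 and about 520 in Fig. 4D, read by eye. All alternatives set before the data were examined that give this count keep a difference of over 1.5 times in each genotype. With the 75th percentile of peak maxima, chosen after seeing the values, the counts were 461, 580 and 558, and with the 70th, also chosen after seeing them, 649, 791 and 765; both keep all 259 efficient WT origins. The paper's list of called origins was not used here, so which of its low origins these drop was not counted. The other classes of Fig. 4D, the 259 efficient origins and the 147 termination zones of the paper's text did not differ by this measure, with 142 zones here; Polε tracks of experiment 1 only, also chosen after seeing the values, gave 148.

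The paper states no observable change in replication dynamics in its experimental system. In the window test, 29 of 4192 windows in 2×Polδ and 65 of 4192 in 4×Polδ passed, of which 11 and 32 lay within 50 kb of an integration site. Of the others, 3 and 4 held a copied fragment, 10 and 27 lay near a chromosome end and 5 and 2 elsewhere. These windows are a small part of the genome, and all but 3 of 259 efficient WT origins had an efficient origin within 900 bp in each genotype.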

Other observations

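The tests of copy number at cdc1 and cdc27, of the Polα strain and of depth for the low class were chosen after the result was seen; those of a cassette lacking cdc1 and cdc27 and of the WT Polε library were not.

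In the 4×Polδ strain for Polδ, cdc1 and cdc27 had a mean ratio to WT of 2.85. The 2×Polδ strain for Polδ had 1.96, which argues against a bias of the Polδ libraries at these genes, and cdc6 and cdm1 in the same 4×Polδ strain had 3.85, which argues against a mislabelled library. One cassette of the strain lacking cdc1 and cdc27 might give a ratio near 3 in every bin. The highest bin had 3.96, in cdc27 in experiment 1, and the lowest 2.26, so the ratio was not near 3 in every bin. Single bins vary too widely to decide this. In the 4×Polδ strain for Polα, cdc27 bins ran from 2.83 to 5.50 in experiment 1. The mean ratio per bin of cdc27 was also higher in experiment 1 than in experiment 2 in every 2×Polδ and 4×Polδ strain. A cassette lacking both genes therefore stays open. The paper's Fig. 2C also shows its lowest cdc1 and cdc27 transcript values among 4×Polδ strains in this background; that is the paper's measure and was not tested here.

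Efficient origins numbered 259 in WT, 285 in 2×Polδ and 280 in 4×Polδ. With Polε tracks of experiment 1 alone, the excess of 4×Polδ over WT was 9, with 271 in WT, 290 in 2×Polδ and 280 in 4×Polδ, so the low amplitude of the WT Polε library of experiment 2 may account for part of it in 4×Polδ and for less in 2×Polδ, which stays open. The excess of origins under 25% in 2×Polδ over WT, 323, was 344 after thinning, which argues against sequencing depth; 221 with Polε tracks of experiment 1 only, which leaves the WT Polε library open as part of it; and 20 without Polα libraries. The same setting took the excess of 4×Polδ from 265 to -305, and the excess of 2×Polδ was -6 in experiment 1 and 588 in experiment 2, although its Polα amplitude was raised more in experiment 1, so the 2×Polδ Polα strain as a source stays open.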
